A study of Mus musculus with 16 samples. Its data were reported in "Calorie restriction outperforms bariatric surgery in a murine model of obesity and triple-negative breast cancer" (2023).

How the data were processed

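Total RNA from mouse mammary adipose tissue on the side opposite the tumor was profiled by RNA-Seq in 16 libraries, 4 for each of 4 groups. Control mice stayed on a low-fat diet (CON-LFD). Mice with diet-induced obesity stayed on a high-fat diet (DIO-HFD), were moved to the low-fat diet (DIO-LFD) or underwent vertical sleeve gastrectomy, a surgical removal of part of the stomach, with the low-fat diet (DIO-VSG). Mice that did not have the gastrectomy received a sham operation, and tumor cells of the E0771 line had been injected into the mammary fat pad. Groups and replicate numbers were taken from the submitters' sample titles. The columns of the table were matched to samples by animal number, and 0 columns of values were left without a sample.

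The authors prepared stranded total RNA libraries, aligned the reads to the mouse genome GRCm38 with STAR, estimated transcript abundance with salmon against a Gencode annotation and summed it to genes. The release of that annotation was not stated in the methods, and removal of the lymph node of the fat pad was not described there. The authors removed genes with fewer than 10 counts over all samples and used DESeq2 for normalization and testing. The deposited values were on a log2 scale: although described as normalized counts, they were the result of the authors' variance-stabilizing transformation, with a shared lowest value of 5.36 and a highest value of 21.85. The design, which was fixed before the data were examined, assumed normalized counts. The transformation was therefore inverted, which gave normalized counts for all 23179 genes, and dividing by the step of each library gave whole reads for 100.0% of values. The recovered library totals lay between 46907377 and 57610899 reads and the size factors between 0.9036 and 1.2204. The lowest total of a listed gene over all samples was 10 reads. Values of 3 reads or fewer were taken as the floor, and counting error at this depth was small beside the differences between mice.

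Gene positions, types, transcript lengths and GC content were taken from GENCODE M21 on GRCm38. Of the listed symbols, 22176 (95.7%) were found once, and 95.9% had a transcript length and GC content. By symbol, 6764 listed genes were predicted genes, clones or pseudogenes, and the annotation typed 2046 as pseudogenes. Salmon can divide the reads of near-identical copies between them, so values of the major urinary protein (Mup) genes and of pseudogenes are uncertain. Replicates of a group were compared before averaging. The chi-square per gene between replicates was at least 72.7, so no pair was 1 library present under 2 names, and Pearson's r on the log2 scale across genes, which are not independent replicates, was 0.903 to 0.983.

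Differential expression was tested with limma-trend (limma 3.58.1, R 4.3.3) on log2(normalized count + 1) in 1 fit of all 16 libraries with group as the only term. The 21218 genes with at least 10 normalized counts in at least 4 libraries were tested. Tests were two-sided, P values were adjusted by the Benjamini-Hochberg procedure within each comparison, and an adjusted P value below 0.05 was the threshold. Fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes. The 6 comparisons were the 3 of the study with DIO-HFD and the 3 remaining pairs. For 20 gene lists fixed before the data were examined, limma's camera test was run with a preset correlation of 0.01 and adjusted over 120 tests. Camera with an estimated correlation, fry and an exact permutation test of list scores were run beside it. The score of a list in a library was the mean over its members of the log2 value minus the mean of that gene over the 16 libraries.

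The lists covered de novo lipogenesis, nuclear-encoded oxidative phosphorylation, fatty acid oxidation, thermogenic adipocytes, adipocytes, the cell cycle, the extracellular matrix, the NF-kB inflammatory response, the interferon response, the Mup family and imprinted genes. They also covered markers of macrophages, T cells, B cells, mammary epithelium, keratinocytes, skeletal muscle and erythroid cells, the serum proteins the study measured and the transcription factors it named. A further list, of 13 mitochondrially encoded proteins, had 0 members in the table and was not tested. The lipogenesis, Mup, thermogenic and imprinted lists were drawn up knowing which genes the study had pointed out in these libraries, so they are not independent evidence. Members shared with another list numbered 5 of 8 in the serum proteins, 3 of 20 in the adipocyte list, 3 of 30 in the NF-kB list and 2 of 20 in the thermogenic and in the fatty acid oxidation list.

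The position of each library between DIO-HFD (0) and CON-LFD (1) was its projection on the difference of these group means over the 500 genes that best separated them. CON-LFD and DIO-HFD libraries were placed on an axis made without them. Positions were compared by exact two-sided permutation tests, for which 4 libraries against 4 cannot give a P value below 0.0286. Relations across the 16 libraries were tested with 100000 permutations. Chance levels of the overlap between comparisons that share libraries came from 100 draws with unchanged groups. For each comparison, the 35 ways to split its 8 libraries into 4 and 4 were fitted in turn.

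By a rule set before the data were examined, the genes named were, for each comparison of the study, the 4 in each direction with the smallest adjusted P value. They had to have an adjusted P value below 0.05, an absolute log2 fold change of at least 1 and groups that did not overlap, and predicted genes and pseudogenes were only counted. The rule allowed 2 in each direction for DIO-VSG against DIO-LFD. It also named the 11 serum proteins and transcription factors of the study and the 2 members with the smallest adjusted P value of a list that is described. Members are given here for lists whose scores did not overlap between groups in a comparison with DIO-HFD or between DIO-VSG and DIO-LFD. Other named genes were chosen after their values were seen. The values of 1 of the serum proteins are not reported here.

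The steps were tested on simulated data before use. The simulation changed 200 of 21218 genes, by 2 on the log2 scale, at the spread of the real libraries. Of these, 170 (85%) were called, 0 in the wrong direction, together with 5 unchanged genes. In an unchanged simulated comparison, 0 genes were called. These counts do not give the power or the rate of false calls in the real libraries. There, the first principal component held 41.8% of the variance. Another split of the real DIO-HFD and CON-LFD libraries gave 3898 genes past the adjusted threshold. Reads were recovered from simulated transformed values for 100.0% of 23179 genes. On the simulated axis, a group identical to CON-LFD had a mean of 0.7 and held-out DIO-HFD libraries a mean of 0.31, so positions are drawn towards the middle.

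Alternatives fixed before the data were examined included pseudocounts of 0.1 and 10, no filter or a minimum of 50 counts, TMM factors and quantile normalization. They included leaving out predicted genes and pseudogenes, always with TMM factors computed again, which changed the scaling too. They also included fits of only the groups compared, array weights, no trend, a fold-change minimum, a replicate block, other numbers of axis genes, the other list tests with fgsea 1.28.0, and leaving out each library. Added after seeing the data were the values as deposited, voom on the recovered reads with either scaling, the B cell score as a covariate, and a correction for GC content and transcript length with splines of 4 degrees of freedom. Count models were not run on the recovered reads. Sequence matches to mitochondrial transcripts were made with BLAST 2.17.0, at no less than 90.0% identity over 50.0% of the gene. Further computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.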

Results

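RNA-Seq profiles of mammary adipose tissue contralateral to the tumor were compared between CON-LFD, DIO-HFD, DIO-LFD and DIO-VSG mice (n = 4 libraries per group). Each library held between 46907377 and 57610899 reads over 23179 genes. Scd1, which encodes a fatty acid desaturase, took the largest share of reads in all libraries except DIO-LFD replicate 1, where Fabp4 did. That share ranged from 0.981% in DIO-HFD replicate 1 to 6.81% in DIO-LFD replicate 4. No sequencing batch was given in the sample labels, so relations within batches were not computed.

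The comparison of DIO-HFD with CON-LFD addressed the effect of obesity. Relative to CON-LFD, 8 of 21218 genes passed an adjusted P value of 0.05 in DIO-HFD, 5 higher and 3 lower. By symbol or annotated type, 4 of the 8 were predicted genes or pseudogenes. At an unadjusted P value below 0.05 there were 2735 genes, against 1061 given by chance, of which 1109 were higher and 1626 lower in DIO-HFD. The alternative that moved the count most was weighting of libraries, with 4196 genes, and 12 of the 35 splits of these 8 libraries gave as many under such weights. With equal weights, 5 of the 35 splits, the real one included, gave at least 8 genes, and the highest of the others gave 3898. Leaving out CON-LFD replicate 3 gave 128 genes past the adjusted threshold and 4178 at an unadjusted P value below 0.05, and without CON-LFD replicate 2 there were 4 and 1809. Leaving out DIO-LFD replicate 2 gave 4 genes past the adjusted threshold, CON-LFD replicate 4 gave 2, and DIO-VSG replicate 3 or 4 gave 1 each. The count was 0 in 8 of the 16 fits, which left out CON-LFD replicate 1, DIO-HFD replicate 1, 2 or 3, DIO-LFD replicate 3 or 4, or DIO-VSG replicate 1 or 2.

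Among these genes, Cacna1e, which encodes a subunit of a voltage-gated calcium channel (GRCm38 chromosome 1, 154390731 to 154884501, minus strand, protein coding), was higher in DIO-HFD. Its normalized count was 9160 ± 5210 (SD, n = 4) in DIO-HFD and 1390 ± 915 in CON-LFD, a log2 fold change of 2.73 (SE 0.39, limma adjusted P = 0.0454). Pon1, which encodes paraoxonase (chromosome 6, 5168090 to 5193946, minus strand, protein coding), fell from 187 ± 36.8 in CON-LFD to 37.5 ± 20.8 normalized counts in DIO-HFD (log2 fold change −2.48, SE 0.38, limma adjusted P = 0.0454). Mup9 (chromosome 4, 60418046 to 60421952, minus strand, protein coding) fell from 1220 ± 645 to 18.8 ± 19.8 (log2 fold change −6.38, SE 0.93, limma adjusted P = 0.0454). Mup11 (chromosome 4, 60658466 to 60662411, minus strand, protein coding) fell from 172 ± 77.7 to 1.65 ± 1.9, near the floor (log2 fold change −6.26, SE 0.95, limma adjusted P = 0.0454). The fitted fold change of a gene this low depends on the pseudocount and is no bound. Mup genes are near-identical copies, and the assignment of reads to Mup9 or Mup11 is uncertain. All 4 genes kept their direction when any 1 library was left out. The call was lost in 13 of the 16 such fits for Cacna1e, Mup9 and Mup11, and in 14 for Pon1. Over all alternatives, the adjusted P value ranged from 0.00107 to 0.402 for Cacna1e and from 0.00504 to 0.42 for Pon1. It ranged from 0.00106 to 0.194 for Mup9 and from 0.00146 to 0.242 for Mup11.

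The other genes past the threshold, named after their values were seen, were Gm15725, Rpl6l, Gm15453 and Gm15432, all higher in DIO-HFD. Gm15725 is a transcribed processed pseudogene on chromosome 16 (37882542 to 37883631). It was at 128 ± 57.1 normalized counts in CON-LFD and 731 ± 136 in DIO-HFD (log2 fold change 2.59, SE 0.33, limma adjusted P = 0.0278). Its call was lost in 8 of the 16 fits without 1 library. Rpl6l on chromosome 10 (111125851 to 111126721) and Gm15432 on chromosome X (29564014 to 29564208) are processed pseudogenes, with log2 fold changes of 0.81 and 5.20. Gm15453 was not found at a single position in the annotation and had a log2 fold change of 1.81. Gm15453 and Gm15432 lost the call in 13 of these fits and Rpl6l in 15. Pseudogenes can share reads with their parent genes, and these values are uncertain.

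**Figure D1:**
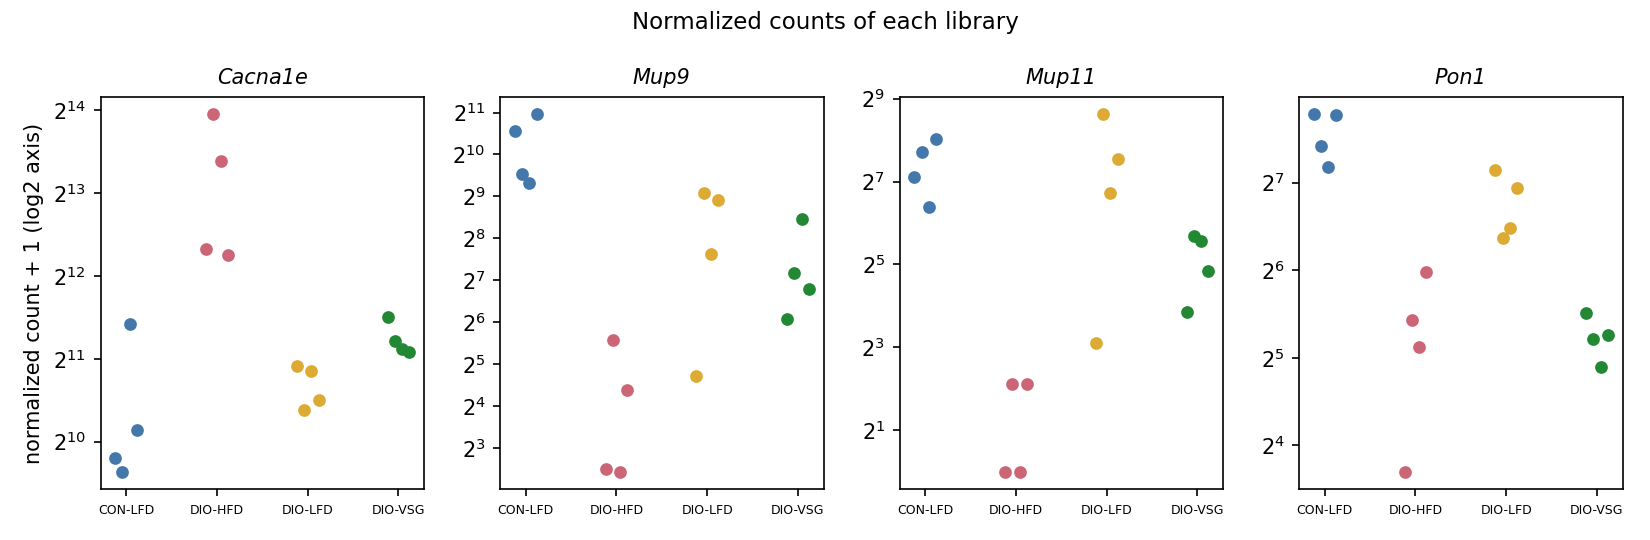
Normalized counts plus 1 on log2 axes for Cacna1e, Mup9, Mup11 and Pon1, with 1 point per library and 4 libraries per group. Cacna1e was highest in DIO-HFD, from 4896 to 15847 normalized counts, and Pon1 lay between 12 and 62 in DIO-HFD and between 144 and 219 in CON-LFD.

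Relative to CON-LFD, 12 of 20 gene lists passed the camera threshold in DIO-HFD, 4 higher and 8 lower. Under fry, 1 of the 12, the Mup family, passed (limma fry adjusted P = 0.0388), and under an estimated correlation 0 passed. In the remaining 5 comparisons, 0 lists passed under either test. Without adjustment, fry gave 6 lists in this comparison and between 0 and 4 in the others. The exact permutation test gave 4 lists in this comparison without adjustment. Adjusted over 120 tests, the exact test could pass only if at least 69 of them reached its smallest P value, and 11 did, so its adjusted P values decide nothing about these lists. The alternative that moved the count of lists most was the estimated correlation.

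De novo lipogenesis scored 0.25 ± 0.53 in CON-LFD and −1.06 ± 0.42 in DIO-HFD (mean log2 change −1.31, lower in 24 of 25 genes, exact permutation P = 0.0286, adjusted P = 0.312). Within it, Acaca, which encodes acetyl-CoA carboxylase, was at 48700 ± 20900 normalized counts in CON-LFD and 8580 ± 2940 in DIO-HFD (log2 fold change −2.46, SE 0.59, limma adjusted P = 0.176). Srebf1 had a log2 fold change of −0.80 (limma adjusted P = 0.182). Adjusted over the list alone, 12 lipogenesis genes passed, against 0 adjusted over all genes. The thermogenic adipocyte list changed by −2.18 (18 of 18 genes lower, exact permutation P = 0.0286, adjusted P = 0.312). Its members Cox8b and Cidea changed by −3.09 and −4.15 (limma adjusted P = 0.182 and 0.213). The Mup family changed by −4.68 (10 of 10 genes lower, exact permutation P = 0.0286, adjusted P = 0.312). In DIO-HFD, 2 members had 3 reads or fewer in every library, and with all values of the family below 3 counts set to 3 the change was −4.16. The NF-kB inflammatory response list changed by 0.57 (26 of 30 genes higher, exact permutation P = 0.0286, adjusted P = 0.312), with Fosb at 1.07 and Ccl7 at 1.82 (limma adjusted P = 0.227 and 0.254).

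The remaining lists past the camera threshold in this comparison had scores that overlapped between DIO-HFD and CON-LFD. Oxidative phosphorylation changed by −0.49 (70 of 70 genes lower, exact permutation P = 0.0857), fatty acid oxidation by −0.76, the adipocyte list by −0.62, mammary epithelium by −0.52 and skeletal muscle by −1.48. The extracellular matrix list changed by 0.32, the macrophage list by 0.70 and the B cell list by 1.01. Lists not past the threshold were T cell (0.59), cell cycle (0.22), erythroid (0.28), imprinted genes (0.40), interferon response (0.12), keratinocyte (1.07), serum proteins (0.37) and transcription factors (0.07). Single libraries moved many of these mean log2 changes. Without CON-LFD replicate 2, oxidative phosphorylation was at −0.33, fatty acid oxidation at −0.43, extracellular matrix at 0.08, macrophage at 0.36, B cell at −0.21 and T cell at −0.11. Without CON-LFD replicate 3, erythroid was at −0.02 and imprinted genes at 0.21. Without CON-LFD replicate 4, skeletal muscle was at −0.69 and serum proteins at 0.57, and without CON-LFD replicate 1 the interferon response was at −0.01. Without DIO-HFD replicate 1, the adipocyte list was at −0.30 and transcription factors at 0.01. Without DIO-HFD replicate 3, mammary epithelium was at −0.24 and cell cycle at −0.02, and without DIO-HFD replicate 4 keratinocyte was at 0.21. The B cell call was lost in 10 of the 16 fits without 1 library, the extracellular matrix call in 4, and the macrophage and skeletal muscle calls in 1 each.

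**Figure D2:**
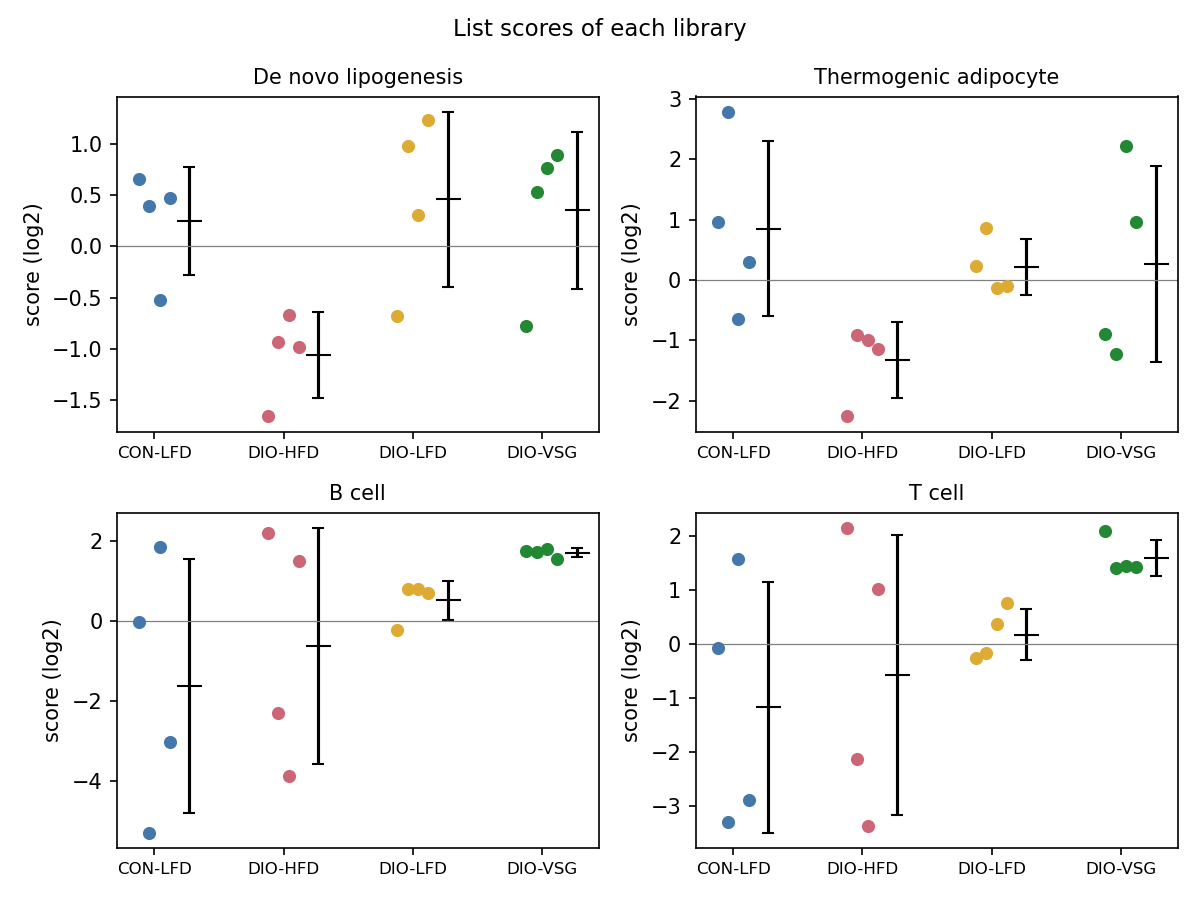
Scores of 4 gene lists (mean log2 value of the members, each gene centred over the 16 libraries), with 1 point per library and the mean ± SD of each group as a bar. Lipogenesis and thermogenic scores of the 4 DIO-HFD libraries lay below those of the 4 CON-LFD libraries, and B cell scores spanned −5.30 to 1.86 in CON-LFD and 1.55 to 1.80 in DIO-VSG.

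The comparison of DIO-VSG with DIO-HFD addressed surgical weight loss against persistent obesity. Relative to DIO-HFD, 0 genes passed an adjusted P value of 0.05 in DIO-VSG (smallest limma adjusted P = 0.243). At an unadjusted P value below 0.05 there were 2794 genes, 1071 higher and 1723 lower in DIO-VSG. With the B cell score as a covariate, the share of these that were higher moved from 38.3% to 59.0%, and without DIO-HFD replicate 1 it was 51.9%. Without DIO-VSG replicate 2, 1 gene passed the adjusted threshold. Without DIO-HFD replicate 1, 5841 genes had an unadjusted P value below 0.05, and without DIO-HFD replicate 2, DIO-HFD replicate 3 or DIO-VSG replicate 3 there were 1670, 1839 and 1585. Cacna1e was at 2420 ± 343 normalized counts in DIO-VSG (log2 fold change −1.75, SE 0.39, limma adjusted P = 0.243). Pon1 was at 36.6 ± 6.49 in DIO-VSG (log2 fold change 0.16, SE 0.38, limma adjusted P = 0.846). Mup11 was at 34.4 ± 17.1 normalized counts in DIO-VSG (log2 fold change 3.93, SE 0.95, limma adjusted P = 0.243).

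In DIO-VSG relative to DIO-HFD, 13 gene lists passed the camera threshold, 8 higher and 5 lower. The extracellular matrix list fell by 0.98 on the log2 scale (29 of 30 genes lower, exact permutation P = 0.0286, adjusted P = 0.312), with Thbs2 at −1.94 and Bgn at −0.94 (limma adjusted P = 0.243 for both). Mean log2 changes of the lists that were higher were 1.41 for lipogenesis (23 of 25 genes, exact permutation P = 0.0571), 0.39 for oxidative phosphorylation, 0.37 for fatty acid oxidation, 1.59 for thermogenic adipocyte and 2.39 for the Mup family. They were 2.17 for T cell, 2.33 for B cell and 1.35 for skeletal muscle. With values below 3 counts set to 3, the Mup change was 2.05. Lists that were lower included the cell cycle (−0.55), imprinted genes (−0.86), macrophage (−0.82) and keratinocyte (−1.04) lists. Without DIO-HFD replicate 3, the T cell and B cell lists were each at 1.24 and the cell cycle at −0.31. Without DIO-VSG replicate 3, fatty acid oxidation was at 0.14 and thermogenic adipocyte at 0.94. Keratinocyte was at −0.18 without DIO-HFD replicate 4 and skeletal muscle at 0.63 without DIO-VSG replicate 2. In fits without 1 library, the fatty acid oxidation call was lost in 3 of 16, the keratinocyte call in 2 and the skeletal muscle call in 1.

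The comparison of DIO-LFD with DIO-HFD addressed dietary weight loss. Relative to DIO-HFD, 0 genes passed an adjusted P value of 0.05 in DIO-LFD (smallest limma adjusted P = 0.296), and 1809 had an unadjusted P value below 0.05, 1139 higher and 670 lower. Quantile normalization moved the share that was higher from 63% to 51.2%. Leaving out predicted genes and pseudogenes, with TMM factors computed again, gave 74.1%. That rescaling moved the median gene by 0.035 on the log2 scale. Without DIO-HFD replicate 1 the share was 50.5%. Without DIO-LFD replicate 1, 1 gene passed the adjusted threshold. Cacna1e was at 1640 ± 293 normalized counts in DIO-LFD (log2 fold change −2.32, SE 0.39, limma adjusted P = 0.296). Pon1 was at 108 ± 27.6 (log2 fold change 1.67, SE 0.38, limma adjusted P = 0.296). Acaca was at 85400 ± 44900 normalized counts in DIO-LFD and 87400 ± 49200 in DIO-VSG, with log2 fold changes over DIO-HFD of 3.20 and 3.11 (limma adjusted P = 0.296 and 0.243).

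In DIO-LFD relative to DIO-HFD, 12 gene lists passed the camera threshold, 9 higher and 3 lower. Oxidative phosphorylation changed by 0.49 (70 of 70 genes higher, exact permutation P = 0.0286, adjusted P = 0.312), with Atp5g3 at 0.53 and Ndufa2 at 0.49 (limma adjusted P = 0.409 and 0.436). The thermogenic adipocyte list changed by 1.55 (18 of 18 genes higher, exact permutation P = 0.0286, adjusted P = 0.312), with Cox8b at 2.41 and Cidea at 3.35 (limma adjusted P = 0.456 and 0.463). The macrophage list changed by −0.52 (18 of 24 genes lower, exact permutation P = 0.0286, adjusted P = 0.312), with Itgad at −3.91 and Dcstamp at −2.37 (limma adjusted P = 0.399 and 0.414). Lipogenesis changed by 1.52 (25 of 25 genes higher, exact permutation P = 0.0571). The Mup family changed by 3.51, or 3.15 with values below 3 counts set to 3, and the cell cycle by −0.91. The further lists past the threshold were fatty acid oxidation (0.52), adipocyte (0.55), extracellular matrix (−0.49), B cell (1.14), mammary epithelium (0.51) and skeletal muscle (1.60). Without DIO-HFD replicate 1, fatty acid oxidation was at 0.33 and adipocyte at 0.23. Without DIO-HFD replicate 3, B cell was at 0.05 and mammary epithelium at 0.24. Extracellular matrix was at −0.26 without DIO-LFD replicate 1 and skeletal muscle at 0.23 without DIO-LFD replicate 4. In fits without 1 library, the B cell call was lost in 5 of 16, and the adipocyte and skeletal muscle calls in 1 each.

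DIO-VSG and DIO-LFD were compared to separate surgical from dietary weight loss. Between them, 0 genes passed an adjusted P value of 0.05 (smallest limma adjusted P = 0.427), and 2061 had an unadjusted P value below 0.05, 913 higher and 1148 lower in DIO-VSG. Fitting these 8 libraries alone gave 1533 genes, 1257 higher and 276 lower in DIO-VSG, and 99.2% of them had the same sign of slope on the B cell score within CON-LFD and DIO-HFD. Of the unadjusted genes, 44.3% were higher in the fit of 16 libraries and 61.9% in the fit of 8. Without DIO-VSG replicate 1, 1085 genes had an unadjusted P value below 0.05, and without DIO-VSG replicate 3 there were 1367. The camera threshold was passed by 10 gene lists, 3 higher and 7 lower in DIO-VSG, and without DIO-VSG replicate 1 there were 6. T cell scores were 1.59 ± 0.34 in DIO-VSG and 0.17 ± 0.48 in DIO-LFD (difference 1.42, 24 of 24 genes higher, exact permutation P = 0.0286, adjusted P = 0.312). Cd247 and Cd28 differed by 1.28 and 1.54 (limma adjusted P = 0.51 and 0.549). B cell scores were 1.71 ± 0.11 and 0.53 ± 0.49 (difference 1.19, 22 of 22 genes higher, exact permutation P = 0.0286, adjusted P = 0.312). Btk and Blnk differed by 1.09 and 0.99 (limma adjusted P = 0.565 and 0.59). The cell cycle list was also higher (0.36), and 0.15 without DIO-VSG replicate 2. Lists that were lower in DIO-VSG were oxidative phosphorylation (−0.10), adipocyte (−0.39), extracellular matrix (−0.50), Mup (−1.11), imprinted genes (−0.44), mammary epithelium (−0.43) and keratinocyte (−0.72). Oxidative phosphorylation was at −0.02 without DIO-VSG replicate 2, extracellular matrix at −0.30 without DIO-VSG replicate 1, Mup at −0.52 without DIO-LFD replicate 4 and keratinocyte at −0.38 without DIO-LFD replicate 2. Calls lost in the 16 fits without 1 library were keratinocyte in 11, Mup and oxidative phosphorylation in 4 each, cell cycle and extracellular matrix in 2 each, and adipocyte in 1.

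The interventions were also compared with CON-LFD. In DIO-VSG, 0 genes passed an adjusted P value of 0.05 (smallest limma adjusted P = 0.234), and 3771 had an unadjusted P value below 0.05, 2169 higher and 1602 lower. Without CON-LFD replicate 3, 873 genes passed the adjusted threshold and 6481 had an unadjusted P value below 0.05. Without CON-LFD replicate 2 these numbers were 2 and 2062, and without DIO-HFD replicate 1, 1 gene passed the adjusted threshold. Without CON-LFD replicate 4 or DIO-VSG replicate 1, 1899 and 2129 genes had an unadjusted P value below 0.05. The share that was higher in DIO-VSG was 57.5% with all libraries and 45.2% without CON-LFD replicate 2. It was 46.9% without CON-LFD replicate 4 and 49.1% without DIO-VSG replicate 1, so the direction did not hold throughout. In DIO-LFD, 1 gene passed, Gm15725, named after its values were seen, at 755 ± 85.6 normalized counts (log2 fold change 2.65, limma adjusted P = 0.0213), a call that was lost in 6 of the 16 fits without 1 library. In all, 1328 genes had an unadjusted P value below 0.05 in DIO-LFD, 686 higher and 642 lower. Without CON-LFD replicate 2, 6 genes passed the adjusted threshold in DIO-LFD, and 2 passed without CON-LFD replicate 4 or DIO-HFD replicate 4. Without CON-LFD replicate 1, 841 genes had an unadjusted P value below 0.05, and without CON-LFD replicate 3 there were 2654. Pon1 differed from CON-LFD by −2.32 in DIO-VSG (limma adjusted P = 0.234) and by −0.80 in DIO-LFD (limma adjusted P = 0.791). The difference between DIO-VSG and DIO-LFD was itself not past the threshold (log2 fold change −1.51, limma adjusted P = 0.509). Camera gave 10 lists for DIO-VSG and 8 for DIO-LFD relative to CON-LFD. Lists lower in DIO-VSG included fatty acid oxidation (−0.39), adipocyte (−0.46), cell cycle (−0.33), extracellular matrix (−0.66), imprinted genes (−0.46) and mammary epithelium (−0.44). Fatty acid oxidation (−0.23), thermogenic adipocyte (−0.63) and cell cycle (−0.68) were lower in DIO-LFD, and erythroid (0.89) was higher. The B cell list differed by 3.34 in DIO-VSG, or 2.12 without CON-LFD replicate 2, and by 2.15 in DIO-LFD, or 0.93 without that library. The T cell list differed by 2.77 in DIO-VSG and by 1.35 in DIO-LFD, or 0.64 in DIO-LFD without CON-LFD replicate 2. The Mup family was lower in DIO-VSG (−2.28, 10 of 10 genes, exact permutation P = 0.0286, adjusted P = 0.312). In DIO-LFD this family differed by −1.17 (10 of 10 genes lower, exact permutation P = 0.4), or −0.12 without DIO-LFD replicate 1. The NF-kB list differed by 0.54 in DIO-LFD and 0.38 in DIO-VSG, or 0.24 in DIO-VSG without CON-LFD replicate 2. With that library left out, fatty acid oxidation was at −0.06 in DIO-VSG and 0.09 in DIO-LFD. Thermogenic adipocyte in DIO-LFD was then at 0.02. Cell cycle was at 0.03 in DIO-VSG and −0.33 in DIO-LFD without CON-LFD replicate 1. Extracellular matrix was at −0.37 and imprinted genes at −0.27 in DIO-VSG without CON-LFD replicate 4. Erythroid was at −0.09 in DIO-LFD without DIO-LFD replicate 1.

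Libraries were then placed between DIO-HFD (0) and CON-LFD (1) to compare how far each intervention lay from persistent obesity. Mean positions were 0.77 ± 0.29 for held-out CON-LFD libraries, 0.24 ± 0.09 for held-out DIO-HFD libraries, 0.66 ± 0.22 for DIO-LFD and 0.67 ± 0.18 for DIO-VSG (SD, n = 4). DIO-VSG differed from DIO-HFD by 0.43 and DIO-LFD by 0.42, and CON-LFD differed from DIO-HFD by 0.53 (exact two-sided permutation P = 0.0286 for each, adjusted P = 0.0572 over 6 comparisons). All 4 DIO-VSG and all 4 DIO-LFD libraries lay above the 4 DIO-HFD libraries. DIO-VSG and DIO-LFD differed by 0.01 (exact permutation P = 1). Neither was separated from CON-LFD, at −0.10 (exact permutation P = 0.6) and −0.11 (exact permutation P = 0.5429). With all tested genes on the axis in place of 500, the difference from DIO-HFD reversed, to −0.29 for DIO-VSG and −0.18 for DIO-LFD. Without DIO-HFD replicate 4, the differences from DIO-HFD were 0.17 for DIO-VSG and 0.16 for DIO-LFD, and without DIO-HFD replicate 1 that of DIO-LFD was 0.26. The difference between DIO-VSG and DIO-LFD was −0.09 without DIO-LFD replicate 1 and 0.07 without DIO-LFD replicate 2.

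**Figure D3:**
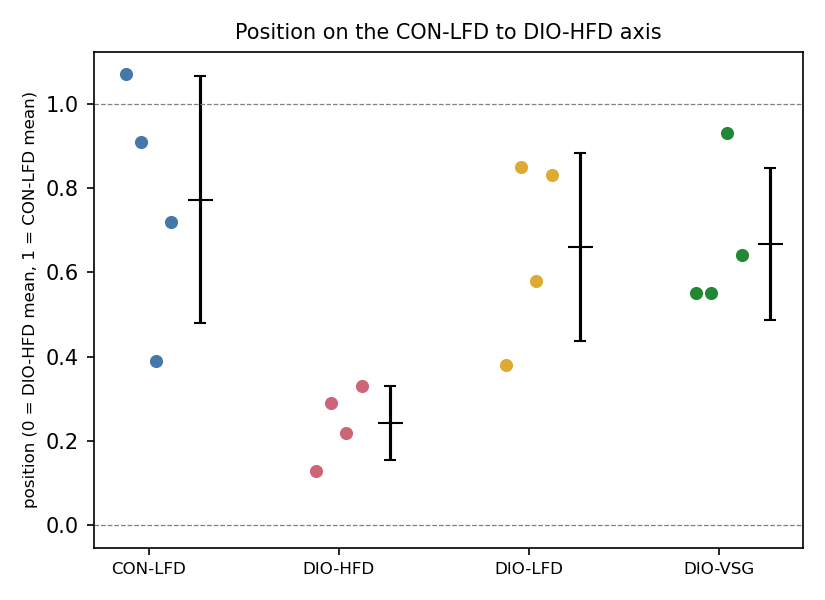
Position of each library between the DIO-HFD mean (0) and the CON-LFD mean (1) over 500 genes, with the mean ± SD of each group (n = 4) as a bar. DIO-HFD libraries lay between 0.13 and 0.33, and the lowest of the other 12 libraries lay at 0.38.

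No gene passed the adjusted threshold in both of 2 comparisons with DIO-HFD. At an unadjusted P value below 0.05, 763 genes changed with obesity and in the opposite direction when DIO-VSG was compared with DIO-HFD. For DIO-LFD there were 847. Both comparisons use the same DIO-HFD libraries. Draws with unchanged groups shuffled the deviations of all 16 libraries from their group means, so the libraries of the shared group varied. In these draws the median numbers were 113.5 and 101.5, and 7 and 5 of 100 draws gave as many. DIO-VSG and DIO-LFD shared 663 genes that changed in the same direction relative to DIO-HFD, with a chance median of 107.5, and 9 of 100 draws gave as many. The correlation across genes of the obesity effect with the later change was −0.27 for DIO-VSG and −0.50 for DIO-LFD, against chance medians of −0.51 and −0.52. Genes are not independent replicates. Without DIO-VSG replicate 3, 442 genes were opposite in DIO-VSG and 419 were shared. Without DIO-LFD replicate 2, 534 were opposite in DIO-LFD and 428 were shared. Without DIO-HFD replicate 1, 1009 were shared. The B cell score as a covariate gave 1145 opposite in DIO-VSG and 1205 shared. Voom with library totals gave 1191 opposite in DIO-VSG. Array weights gave 2298 opposite in DIO-VSG, 2953 opposite in DIO-LFD and 2444 shared.

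Serum proteins measured in the study and the transcription factors it named were examined as transcripts. The study named these factors from differentially methylated genes and from human adipose tissue, not from their own transcript levels. Transcript values therefore do not test that result. Serum values for Igf1 and Cxcl16 were reported for its other set of mice, and not every serum hormone it measured is included here. Adjusted over all genes, 0 of these 11 genes passed in any of the 6 comparisons, and between 0 and 2 had an unadjusted P value below 0.05. Adjusted over the list alone, 1 passed, Il6 in DIO-LFD relative to CON-LFD (log2 fold change 2.11, limma adjusted P = 0.512 over all genes). Il6 was near the floor, at 2.53 ± 2 normalized counts in CON-LFD and 13.4 ± 8.27 in DIO-LFD. Lep was at 41700 ± 17400 normalized counts in CON-LFD and 107000 ± 91600 in DIO-HFD (log2 fold change 1.06, limma adjusted P = 0.484). It was at 26600 ± 12600 in DIO-VSG, a log2 fold change of −1.81 from DIO-HFD (limma adjusted P = 0.288). In DIO-HFD relative to CON-LFD, Retn changed by −0.56, Adipoq by −0.43, Igf1 by −0.18, Cxcl16 by 0.20 and Tnf by 0.42, and Il6 changed by 1.67 (limma adjusted P = 0.27 for Il6 and higher for the others). In the same comparison, Nfkb1 changed by 0.30, Bach1 by 0.11 and Fxr1 by −0.20 (limma adjusted P = 0.501, 0.853 and 0.393). In DIO-VSG relative to DIO-HFD they changed by 0.10, −0.23 and 0.11 (limma adjusted P = 0.776, 0.543 and 0.537). Among the serum proteins, single libraries lay apart from their groups. Tnf was at 38.2 normalized counts in CON-LFD replicate 2 and at least 160.8 in the others. Lep was at 237534 in DIO-HFD replicate 3 and at most 103689 in the others. DIO-HFD replicate 1 had the highest Cxcl16 of its group (3953, others at most 1846). It had the lowest Igf1 (5100, others at least 8767), Adipoq (30428, at least 60973) and Retn (6384, at least 14342).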

Values the study reported

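In DNA from the same kind of tissue, the study counted differentially methylated genes relative to DIO-HFD by reduced-representation bisulfite sequencing. It gave 839 such genes for CON-LFD, 1,062 for DIO-LFD and 31,424 for DIO-VSG.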

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

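The exact permutation tests of list scores and the fit of 8 libraries alone were fixed before the data were examined. Each other test in this part was chosen after the value it bears on was seen. Of 148 group values examined, 9 had a library far from the other 3 of its group, and 7.4 would be given by chance, so the number itself is not unusual. In 2 of the 9, the library had the fewest reads of its group, which argues against depth as the cause of the set.

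The keratinocyte score of DIO-HFD replicate 4 was 3.19, against −0.62 to −0.01 in the others. In that library 69.2% of the list (9 of 13 members) had its highest value of the 16 libraries, and Krt10 stood at 5443 normalized counts against 304 or fewer elsewhere. Skin in the sample is a candidate source. The skeletal muscle score of DIO-LFD replicate 4 was 4.60, against −1.22 to −0.35. There 92.3% of the list (24 of 26 members) had its highest value, with Acta1 at 26673 and Myh4 at 59010 normalized counts, and muscle in the sample is a candidate source. Neither library gives evidence about its group as a whole, and no biological explanation was tested for a single mouse.

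Tnf stood at a log2 normalized count of 5.29 in CON-LFD replicate 2, against 7.34 to 7.55 in the others. Over the 16 libraries Tnf followed the T cell score (r = 0.75, permutation P = 0.00078, rho = 0.76, permutation P = 0.00099, adjusted P = 0.00156 over 2 relations, r = 0.65 without the 2 most distant libraries). However, CON-LFD replicate 4 had nearly the same T cell score (−2.90 against −3.30 in replicate 2) with Tnf at 160.8 normalized counts against 38.2, and DIO-HFD replicate 3 had a score of −3.37 with Tnf at 114.6. Single libraries exclude nothing, so a smaller amount of lymph node tissue stays open and is not shown to account for the gap. Lep stood at 16.05 in CON-LFD replicate 4, against 14.95 to 15.08. Its relation to the adipocyte score was weak (r = 0.25, permutation P = 0.34, rho = 0.32, permutation P = 0.23, adjusted P = 0.34, r = 0.30 without 2 libraries), and CON-LFD replicate 2 had nearly the same adipocyte score (0.57 against 0.56 in replicate 4) with Lep at 31744 normalized counts against 67714. The adipocyte share stays open in the same way.

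The remaining far values had no explanation tested beyond depth. They were a thermogenic adipocyte score of −2.26 in DIO-HFD replicate 1 (others −1.14 to −0.91), a T cell score of 2.10 in DIO-VSG replicate 1 (1.40 to 1.44) and a B cell score of −0.21 in DIO-LFD replicate 1 (0.70 to 0.81). The erythroid score of DIO-VSG replicate 2 was −0.89 (−0.12 to 0.02), and the score of the transcription factors in DIO-HFD replicate 1 was 0.19 (−0.06 to −0.03).

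Among differences between groups, T cell scores of DIO-VSG exceeded those of DIO-LFD by 1.42 and B cell scores by 1.19, with no overlap (exact permutation P = 0.0286, the smallest the test can give, adjusted P = 0.312, which could not pass unless 69 of the 120 tests reached that smallest value). In a fit of these 8 libraries alone, 1533 genes differed, and 1 of the 35 splits, the real one, gave as many, with 6 in the next highest. Of the 1533, 99.2% had a slope on the B cell score within CON-LFD and DIO-HFD with the sign of the difference, against 77.8% of all tested genes. That is consistent with a difference in lymph node tissue between the dissected samples. An immune response to surgery is also open and was not tested, since the B cell score and the group coincide in these libraries.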

How the results depend on the processing

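For 76 results (single genes, single lists, axis differences and counts at an unadjusted P value), 2573 values were recomputed. Of these, 2152 kept their direction and side of the threshold or stayed within 1.5 times, 362 were weaker, 8 stronger, 15 reversed and 36 moved. The 8 stronger values were single genes. Counts past the adjusted threshold and axis positions follow. The cause was not tested for any change below unless the text gives it.

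For DIO-HFD against CON-LFD, the 8 genes past the threshold became 1 with a pseudocount of 0.1, 3 with quantile normalization, 4 with the GC and transcript length correction, 1 without trend, 19 with the B cell score as a covariate and 12 under voom with library totals. The count was 0 under voom with size factors or with only the 2 groups compared. It was also 0 with predicted genes and pseudogenes left out and TMM factors computed again. In the fit of 2 groups, 1685 genes had an unadjusted P value below 0.05. All 8 genes were among those called with the covariate, with array weights, with TMM factors, without a filter and with the minimum of 50 counts. For DIO-LFD against CON-LFD, the 1 gene became 2 with a pseudocount of 10, 2 with the values as deposited, 2 with the GC and transcript length correction and 6 with the covariate. It became 0 with only the 2 groups compared, with predicted genes and pseudogenes left out and under either voom scaling. For DIO-VSG against CON-LFD, the 0 genes became 2 with only the 2 groups compared, 1 with the values as deposited and 1 with the covariate. For DIO-VSG against DIO-LFD, only the 2 groups compared gave 1533, with 5364 at an unadjusted P value below 0.05.

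Array weights gave 4196 genes for DIO-HFD against CON-LFD, 3739 for DIO-VSG and 1811 for DIO-LFD against DIO-HFD, 184 between DIO-VSG and DIO-LFD, and 4226 and 53 for DIO-VSG and DIO-LFD against CON-LFD, with 1695 genes called in both of 2 comparisons. The largest weight was 10.92, and 12 of the 35 splits gave as many as 4196 when the weights were estimated again, with 12288 in the highest, so that count does not set DIO-HFD apart from CON-LFD. Splits under weights were not run for the other comparisons. The extracellular matrix list in DIO-HFD against CON-LFD reversed to −0.05 and the B cell list in DIO-LFD against DIO-HFD to −0.63 under these weights.

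Scaling moved the split of higher and lower genes at an unadjusted P value. The share that was higher was 40.5% for DIO-HFD, 57.5% for DIO-VSG and 51.7% for DIO-LFD against CON-LFD, and 38.3% for DIO-VSG and 63% for DIO-LFD against DIO-HFD. In that order, voom with library totals gave 77.4%, 77%, 72.6%, 25.3% and 39.6%. Library totals in place of size factors shift all genes of a library alike, by 0.14, 0.11, 0.06, −0.03 and −0.08 on the log2 scale, which moves these shares by construction and does not test direction. Relative to that shift, voom with size factors gave 40.1%, 59.9%, 51.8%, 41.9% and 63.7%. Quantile normalization gave 33.7% for DIO-LFD against CON-LFD and 51.2% for DIO-LFD against DIO-HFD. Without predicted genes and pseudogenes, the share was 68.7% for DIO-VSG and 72.9% for DIO-LFD against CON-LFD, and 74.1% for DIO-LFD against DIO-HFD. TMM factors were computed again there, which moved the median gene by 0.032, 0.038 and 0.035 in that order. These shares therefore do not isolate the genes left out. The B cell covariate gave 42.2% for DIO-VSG against CON-LFD and 59% for DIO-VSG against DIO-HFD. It moved the number at an unadjusted P value to 3326 for DIO-LFD against DIO-HFD, and to 1047 for DIO-VSG and 2658 for DIO-LFD against CON-LFD.

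With the replicate number as a block, 1 gene was called for DIO-HFD against CON-LFD and 0 for DIO-LFD against CON-LFD. Deviations of libraries with the same number correlated between −0.61 and 0.53 over 24 pairs, 9 of them above 0.1, so the numbers do not pair the samples.

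Camera with an estimated correlation gave 0 lists in all 6 comparisons, and fry gave 1 for DIO-HFD against CON-LFD and 0 in the other 5. The B cell covariate left 6 lists for DIO-VSG against CON-LFD.

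With all tested genes on the axis, DIO-VSG lay at 0.31 and DIO-LFD at 0.43, and the differences from DIO-HFD reversed to −0.29 and −0.18. The difference between DIO-VSG and DIO-LFD reversed to −0.11 with all genes, −0.07 with 100 genes, −0.06 without predicted genes and pseudogenes and −0.01 with quantile normalization.

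Across the 16 fits that each left out 1 library, the genes called ranged from 0 to 128 for DIO-HFD against CON-LFD, from 0 to 1 for DIO-VSG and for DIO-LFD against DIO-HFD, from 0 to 873 for DIO-VSG and from 0 to 6 for DIO-LFD against CON-LFD. Both extremes of 128 and 873 were without CON-LFD replicate 3, and 6 was without CON-LFD replicate 2. Genes called in both of 2 comparisons ranged from 0 to 1 (without DIO-LFD replicate 1), and lists between DIO-VSG and DIO-LFD from 6 (without DIO-VSG replicate 1) to 12 (without DIO-LFD replicate 1). The B cell list in DIO-HFD against CON-LFD ranged from −0.21 without CON-LFD replicate 2 to 2.17 without CON-LFD replicate 3. The axis difference between DIO-VSG and DIO-LFD ranged from −0.09 to 0.07. Of 80 axis values in these fits, 7 were weaker and 6 reversed.

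The edgeR and DESeq2 alternatives were not run, and voom on the recovered reads, chosen after seeing the data, took their place. Axis values were not given by the settings that change only the model, and the fold-change minimum gave none for lists.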

Other observations

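Most of the counts of splits and the exact permutation tests of uncorrected list scores were planned. The other tests in this part were chosen after the result was seen.

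Most counts above 0 were not set apart from other splits of the same libraries. At an adjusted P value below 0.05, 5 of 35 splits gave as many genes for DIO-HFD against CON-LFD and 4 for DIO-LFD against CON-LFD. For the other 4 comparisons the real count was 0, which all 35 splits reach by construction, so splits say nothing there. At an unadjusted P value below 0.05, as many genes came from 8 splits for DIO-HFD against CON-LFD (2735 genes), 5 for DIO-VSG (2794) and 8 for DIO-LFD (1809) against DIO-HFD, 3 for DIO-VSG (3771) and 10 for DIO-LFD (1328) against CON-LFD. Between DIO-VSG and DIO-LFD (2061), only the real split did, 1 of 35. For gene lists past the camera threshold the numbers of splits were 13, 3, 11, 21, 21 and 33, in the order DIO-HFD against CON-LFD, DIO-VSG and DIO-LFD against DIO-HFD, DIO-VSG against DIO-LFD, and DIO-VSG and DIO-LFD against CON-LFD. Under array weights it was 12 for the genes of DIO-HFD against CON-LFD.

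The first principal component held 41.8% of the variance of 21167 genes, and the groups explained 28.2% of it. It followed the T cell score (r = 0.99, rho = 0.98), the B cell score (r = 0.97, rho = 0.97) and the score of 5 lymph node stroma genes (r = 0.96, rho = 0.95), each with a permutation P of 1e-05, the smallest the permutations can give (adjusted P = 2e-05 over 6 relations). Without the 2 most distant libraries these were 0.98, 0.98 and 0.94. The adipocyte score went the other way (r = −0.72, permutation P = 0.00083, rho = −0.84, permutation P = 0.00013, −0.69 without 2 libraries, adjusted P = 0.00124). The erythroid score (r = −0.18, permutation P = 0.54, rho = −0.22, permutation P = 0.41, −0.15 without 2 libraries, adjusted P = 0.648) and total reads (r = 0.01, permutation P = 0.96, rho = 0.01, permutation P = 0.96, −0.03 without 2 libraries) argue against blood and depth. Ccl21a, a lymph node chemokine, spanned 135 to 22201 normalized counts in CON-LFD and 19185 to 23488 in DIO-VSG. A variable amount of lymph node in the dissected fat pad is a candidate explanation for the spread along this component. The labels record no such measure.

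The lower lipogenesis list of DIO-HFD relative to CON-LFD (−1.31) kept groups without overlap after each correction. It was −1.32 after the GC and transcript length correction and −1.21 with quantile normalization (exact permutation P = 0.0286 for each). Beyond the change of the adipocyte list it was −0.69 (exact permutation P = 0.0286). With the B cell score as a covariate it was −1.22, 93.3% of its size. The slope on that score was fitted with the groups in place and was not refitted for each split. Permutation P values after this covariate are therefore not exact and are left out. Lymph node tissue, GC content and length, a few abundant genes and a lower share of adipocytes are each argued against as the whole cause. A biological difference with obesity or with the fat content of the diet at dissection may remain, as a hypothesis from a list drawn up knowing the study's genes. Oxidative phosphorylation (−0.49, exact permutation P = 0.0857) was −0.41 with the covariate, 83.3% of its size. Its uncorrected scores overlapped between the groups, so this decides nothing about lymph node tissue. The oxidative phosphorylation change was −0.49 after the GC and transcript length correction and −0.49 with quantile normalization (exact permutation P = 0.0857 for each). These corrections decide nothing because the scores of the list still overlapped. Beyond the adipocyte list the oxidative phosphorylation change was 0.12 (exact permutation P = 0.7429), which leaves a lower share of adipocytes open. The adipocyte scores overlapped themselves (−0.62, exact permutation P = 0.1429), and without DIO-HFD replicate 1 that change was −0.30. The extracellular matrix list of DIO-VSG relative to DIO-HFD (−0.98, exact permutation P = 0.0286) was −0.86 with the covariate. It kept 87% of its size, which argues against lymph node tissue as the whole cause. The imprinted list there (−0.86, exact permutation P = 0.0571) was −0.54 with the covariate, 63.4% of its size. Its uncorrected scores overlapped between the groups, so this decides nothing about lymph node tissue. An effect of surgery or diet on either list is open and was not tested.

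Pseudogenes parted CON-LFD and DIO-VSG from DIO-HFD and DIO-LFD, a grouping chosen after seeing values from 3 possible pairings of groups. At an unadjusted P value below 0.05, 251 of 1582 pseudogenes (15.9%) differed, against 8.38% of other genes, and 2 passed after adjustment. The other pairings gave 168 (10.6%) and 127 (8.03%), and 2 of 100 splits of the 16 libraries gave as high a share. Rpl23a-ps3 was at 60 and 23.2 normalized counts in CON-LFD and DIO-VSG and 1260 and 1100 in DIO-HFD and DIO-LFD. Of 41 pseudogenes with a parent gene, 23 (56.1%, 95% exact interval 39.7% to 71.5%) changed in the parent's direction, which leaves the parent's transcription open. A library batch could give such a pattern, and the labels name none, so it cannot be told apart from the groups.

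Genes of the mitochondrial genome numbered 0 in the table. Over the 16 libraries, nuclear pseudogenes that match mitochondrial transcripts moved together across chromosomes (median r = 0.96 over 64 pairs of 14 genes), as reads from the mitochondrial genome could produce. They took 7.21% ± 3.12 of reads in CON-LFD, 2.49% ± 0.255 in DIO-HFD (exact permutation P = 0.0286), 4.65% ± 0.972 in DIO-LFD and 5.57% ± 1.85 in DIO-VSG (SD, n = 4).

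In words, the study described numerous differentially expressed genes, with mostly higher expression in DIO-VSG and mostly lower expression in CON-LFD and DIO-LFD when each was set against DIO-HFD. Few genes passed an adjusted threshold here. At an unadjusted P value, 38.3% of genes were higher in DIO-VSG, but 59% with the B cell score as a covariate and 51.9% without DIO-HFD replicate 1, so neither direction held throughout. In DIO-LFD more genes were higher (1139) than lower (670), although 50.5% were higher without DIO-HFD replicate 1. Between DIO-HFD and CON-LFD, 1626 genes were higher in CON-LFD and 1109 in DIO-HFD. That majority nearly vanished without DIO-HFD replicate 1, with 49.1% higher in DIO-HFD, and under array weights, with 49.8%. Library totals in place of size factors shift all genes on the log2 scale, by 0.14 for DIO-HFD against CON-LFD. The shift is −0.08 for DIO-LFD against DIO-HFD. Under voom, library totals reversed both majorities. They gave 77.4% higher in DIO-HFD than in CON-LFD and 39.6% higher in DIO-LFD than in DIO-HFD. The shift moves these shares by construction and does not test direction. The share higher in DIO-HFD than in CON-LFD was 39.9% with TMM factors, 40.1% under voom with size factors and 37.8% with quantile normalization. For DIO-LFD against DIO-HFD these shares were 64.3%, 63.7% and 51.2%. Both majorities kept their direction under TMM factors, voom with size factors and quantile normalization, that for DIO-LFD narrowly with quantile normalization. Why the directions differ from those described was not tested.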
